A study of Saccharomyces cerevisiae with 9 samples. Its data were reported in "Growth-phase-dependent control of rRNA synthesis in Saccharomyces cerevisiae" (2024).

How the data were processed

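The 9 libraries came from Saccharomyces cerevisiae cultures harvested in 3 subphases of logarithmic growth, called early, mid and late log, with 3 replicate libraries in each. RNA polymerase I (Pol I), the enzyme that transcribes ribosomal RNA, was assayed by native elongating transcript sequencing (NET-seq). In this assay an HA-tagged Pol I subunit is pulled down from lysed cells, the RNA attached to it is ligated to a 3′ linker that carries a random molecular barcode, and the cDNA is sequenced, so that the first base of each read marks the last nucleotide the polymerase had added. Groups and replicate numbers were taken from the sample titles.

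The authors collapsed duplicate reads with Fqtrim, trimmed the linker from both read ends with Cutadapt, aligned the reads to the R64 assembly with STAR and counted the 5′ ends of reads per strand with BEDTools genomecov, per the methods of the paper. Because the barcode is part of the read when duplicates are collapsed, a count stands nearer to a molecule than to a PCR product, but intervals given here cover counting error only. The values that the authors deposited are RPM (reads per 1000000 reads), each library divided by its sum over positions 1 to 6739 of the 35S repeat, where position 6739 is annotated as the terminator T1. The denominator was found from the values. It leaves out the rest of the genome, so a value is a share of the reads on this one repeat and carries no information on the total amount of Pol I engaged per cell. The deposited tables also hold, per position, a p-value of the authors from a 2-sample test without adjustment, and the ratio of the mean of the later subphase over the mean of the earlier one, both computed by the authors from the replicate columns. Recomputation gave the deposited p-values from the unequal-variance form of that test in all 3 tables.

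There was 1 table for each pair of subphases, with 6 replicate columns each. The columns carry generic names with a replicate number, and their subphase was read from the tables that the sample descriptions name together. Each library occurs in 2 tables, and its values were the same in both, so all 9 libraries could be set side by side. The 6858 positions run from the start of external transcribed spacer 1 (ETS 1) to the end of ETS 2. Their coordinates fall on chromosome XII from 460712 to 467569, on the minus strand, where the reference R64 annotates the 35S precursor RDN37-2, and 0 of the 6858 bases differed from that reference. The assembly holds 2 copies of the 35S repeat, so reads cannot be assigned to one copy. A value of 0 occurred in all 9 libraries at 12 positions, among them those around the 3′ ends of 18S, 5.8S and 25S, and these positions were left out of tests. Positions beside them held many reads, with a mean over all libraries of 2593 RPM at position 2498 and 5531 RPM at position 6646. Whether no RNA ended at the positions with 0, or their values had been removed, cannot be told from the values. Shares and highest positions given here take them as 0.

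The smallest value above 0 in a library is worth 1 read, and dividing by it gave whole reads at 99.9% to 100% of positions. At 21 positions, the value of at least 1 library was not a whole number of reads, and these values were kept. The recovered depth over the repeat ranged from 350940.0 to 7307420.5 reads, a ratio of 20.8, and a count of 0 in a library allows up to 3 reads, which is 0.411 RPM in the deepest library and 8.55 RPM in the shallowest. The methods of the paper list 3 sequencing runs, named a, b and c here. Early log replicates 2 and 3 were on run a, all mid log libraries on run b, and early log replicate 1 with all late log libraries on run c.

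The share of a library's 35S reads in each region was computed on all 6858 positions. The 4 spacers together were the main measure, because reads in 18S, 5.8S and 25S include mature rRNA. Pairs of subphases were compared on the log2 share with an exact two-sided permutation test over 20 assignments, whose smallest p is 0.10, and the 3 subphases together with an exact permutation test of the F statistic over 1680 assignments, whose smallest p is 0.00357. Single positions were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(RPM + 1), for positions with a mean of at least 1 RPM over the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes from this fit are on the log2(value + 1) scale and understate the change of low positions. The Kolmogorov-Smirnov distance D between the position values of 2 mean profiles was referred to the 10 splits of the 6 libraries, since positions are not replicates. Peaks were the top 2.5% of the 1504 spacer positions in each library, and the base at each peak was taken from the deposited tables. Spearman correlations run across positions, which are not independent replicates.

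The position test was tested on simulated reads for the real positions, with the real depths and dispersions and 200 positions changed 4-fold. At a threshold of 0.05, limma recovered 82.0% of the changed positions for early against mid log (6735 positions), 84.5% for mid against late log (6704 positions) and 91.0% for early against late log (6740 positions), and 6.29%, 4.52% and 7.61% of its calls were false. The share of false calls was 8.74%, 5.62% and 11.4% for edgeR and 17.8%, 8.95% and 13.7% for DESeq2. These values lay above the nominal rate in all 3 pairs, and those of limma did so in 2 of 3 pairs. Each pair was simulated in a single draw, so rates near the nominal one cannot be told apart from it. Positions were drawn independently, without a shift of whole regions in a library. The rates therefore may not carry over to the real comparisons.

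Positions named in the text were chosen by a rule set before the data were examined. For each pair of subphases, they are the 3 spacer positions with the largest log2 change among those with an adjusted p under 0.05, a mean of at least 50 RPM and no overlap between the libraries of both subphases. The highest position of each region is named as well. Any other position was chosen after its values were seen. Alternatives covered the pseudocount (0.1 or 10), the filter on low positions (none or 10 RPM), the scaling, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the equal-variance 2-sample test that the study names, other definitions of the spacers and of the peaks, each library left out in turn, the replicate number as a block and libraries of 1 run only. A fit with sequencing run as a term, and shares without positions that precede a linker-like sequence, were added after the data were examined. The mRNA-seq and other assays of the study were not analysed here. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.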

Results

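Pol I occupancy of the yeast ribosomal DNA was measured at single-nucleotide resolution in early, mid and late log phase, with 3 NET-seq libraries per subphase. The values are positions of nascent RNA 3′ ends over one 35S repeat of 6858 nt. The repeat consists of ETS 1 (positions 1 to 700), 18S (701 to 2500), internal transcribed spacer 1 (ITS 1, 2501 to 2861), 5.8S (2862 to 3019), ITS 2 (3020 to 3251), 25S (3252 to 6647) and ETS 2 (6648 to 6858). On chromosome XII of the R64 assembly, these regions are annotated on the minus strand as ETS1-2 (from 466870), RDN18-2 (465070 to 466869), ITS1-2 (464709 to 465069), RDN58-2 (464551 to 464708), ITS2-2 (464319 to 464550), RDN25-2 (460923 to 464318) and ETS2-2 (up to 460922). The spacers are transcribed but removed during rRNA processing. They make up 21.9% of the positions.

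The depth recovered from the files was 1657748.5, 4656127.5 and 350940.0 reads for early log replicates 1, 2 and 3. It was 6066590.0, 7307420.5 and 7183752.0 reads for the mid log libraries and 2206297.0, 1669772.0 and 1298754.0 reads for the late log libraries. Early log replicate 3 was thus the shallowest library, and the mid log libraries were the deepest. All mid log libraries came from 1 sequencing run, which held no library of another subphase. Subphase and run therefore cannot be told apart in any comparison with mid log. Only early log replicate 1 shared a run with the late log libraries.

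The similarity of the triplicates was examined first. Over all positions, Spearman's rho between libraries of the same subphase averaged 0.920 ± 0.0280 (SD over 3 pairs of libraries) in early log, 0.967 ± 0.0220 in mid log and 0.989 ± 0.000856 in late log. The lowest value within a subphase was 0.890, between 2 early log libraries. Between subphases, rho averaged 0.864 ± 0.0309 (SD over 9 pairs of libraries) for early and mid log, 0.925 ± 0.0169 for mid and late log, and 0.852 ± 0.010 for early and late log. The choice of positions moved these values most. Over spacer positions alone, the average within a subphase was 0.850 ± 0.0384 in early log, 0.934 ± 0.0197 in mid log and 0.863 ± 0.0264 in late log. Mid log replicates 2 and 3 resembled each other (rho 0.992) more than either resembled mid log replicate 1, whose lower rho was 0.95.

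Whether Pol I occupancy of the spacers changes with growth was asked through the share of 35S reads in the 4 spacers. This share was 6.51% ± 1.96 (SD, n = 3) in early log, 4.30% ± 1.42 in mid log and 2.69% ± 0.332 in late log. The difference over the 3 subphases had an F of 7.36 (exact permutation test, p = 0.0393). The alternative that moved this test most was the median value per position, with an F of 3.32 and an exact p of 0.132. In 7 of the 9 tests that each left out 1 library, the exact p was 0.05 or higher. From early to late log the share fell by 1.23 on the log2 scale, and the libraries of both subphases did not overlap (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allows). Early log replicate 1, with 4.30% (95% Wilson interval 4.27% to 4.33%), was the lowest early log library, and it lay above the late log libraries of the same run, which ranged from 2.46% to 3.07%. This within-run difference of -0.68 on the log2 scale rests on 1 early log library and was not tested.

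From early to mid log the spacer share fell by 0.60 on the log2 scale, but the groups overlapped (exact permutation test, two-sided, p = 0.20). Mid log replicate 1 held 5.93% of its reads in the spacers, within the range of the early log libraries, while mid log replicates 2 and 3 held 3.65% and 3.31%. From mid to late log the share fell by 0.63 on the log2 scale without overlap (exact p = 0.10). Without the 20 positions next to each mature rRNA end, however, the share was 1.22% and 1.02% in mid log replicates 2 and 3 and 1.07% to 1.62% in late log, so that these libraries overlapped. In the same measure, mid log replicate 1 had 4.85% and the early log libraries 3.54% to 6.70%.

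**Figure D1:**
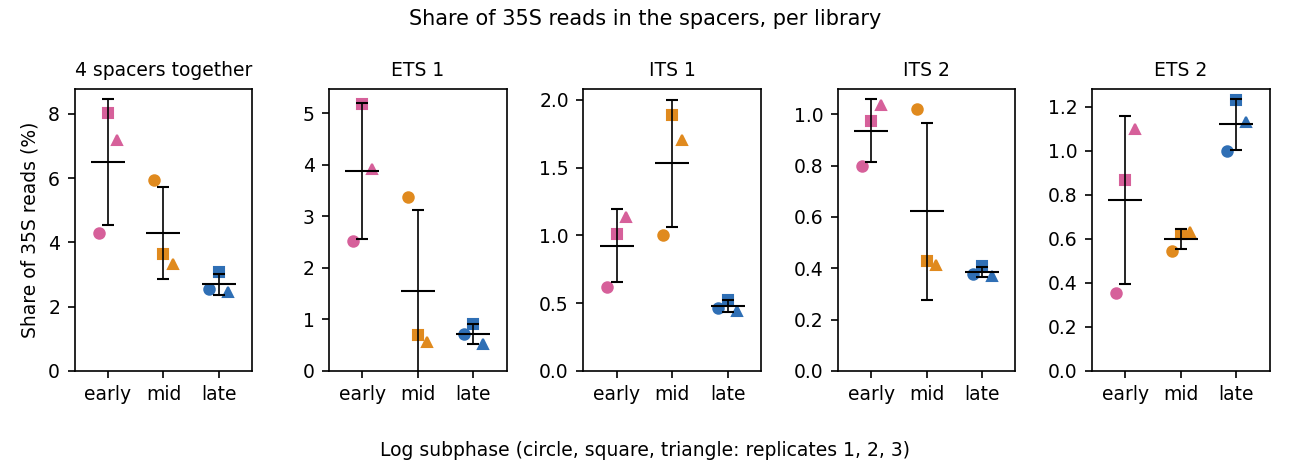
Share of 35S reads (percent, y axis from 0) in the 4 spacers together and in each spacer for early, mid and late log libraries. Symbols are single libraries, black bars are the mean ± SD of 3 libraries (the lower bar of mid log in ETS 1 is clipped at 0), and mid log replicate 1 lies with the early log libraries in ETS 1 and ITS 2.

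The regions did not change alike. ETS 1 held 3.88% ± 1.33 of the reads in early log, 1.54% ± 1.58 in mid log and 0.710% ± 0.193 in late log (SD, n = 3). Its fall from early to late log was -2.42 on the log2 scale. Mid log replicate 1 had 3.36% of its reads in ETS 1, against 0.702% and 0.565% in the other 2 mid log libraries. ITS 2 fell from 0.936% ± 0.123 to 0.622% ± 0.346 and 0.385% ± 0.0201, a log2 change of -1.27 from early to late log. ITS 1 was 0.922% ± 0.269 in early log, 1.53% ± 0.469 in mid log and 0.476% ± 0.0445 in late log. The higher share of ITS 1 in mid log was absent away from the mature ends. Without the 20 positions at each end, ITS 1 was 0.788% ± 0.240, 0.442% ± 0.258 and 0.377% ± 0.0496, and its change from early to mid log turned from 0.73 to -0.93 on the log2 scale. ETS 2 was 0.775% ± 0.381, 0.599% ± 0.0474 and 1.12% ± 0.117, so it was higher in late than in mid log, without overlap. Without the 20 positions next to 25S, ETS 2 was 0.142% ± 0.0372, 0.0660% ± 0.0447 and 0.0656% ± 0.00900, so its change from early to late log turned from 0.68 to -1.09 on the log2 scale, and the mid and late log libraries overlapped.

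Among the mature regions, 5.8S rose from 3.28% ± 0.285 in early log to 7.43% ± 0.602 in mid log and 5.04% ± 0.353 in late log. A single position made up much of this rise, as given below. The 18S share was 31.9% ± 2.09, 26.8% ± 1.05 and 26.9% ± 0.540, and the 25S share was 58.3% ± 3.90, 61.5% ± 1.75 and 65.4% ± 0.709. Over the 7 regions, the exact permutation test of the 3 subphases gave p = 0.00357 for 5.8S (adjusted over the 7 regions 0.025), p = 0.0107 for ITS 1 (adjusted 0.0375), p = 0.0321 for 18S, p = 0.0429 for 25S, p = 0.05 for ITS 2 (each adjusted 0.0700), p = 0.0679 for ETS 1 (adjusted 0.0792) and p = 0.164 for ETS 2 (adjusted 0.164). Only 5.8S and ITS 1 passed after adjustment, and for ITS 1 the test no longer passed without the positions at its ends (exact p = 0.129). Without mid log replicate 1, the exact p was 0.025 for ETS 1 and 0.00714 for ITS 2, and without early log replicate 1 it was 0.0143 for ETS 2. Other regions weakened. For 18S the exact p was 0.05 to 0.0679 when any 1 mid or late log library was left out. For 25S it was 0.075 to 0.0964 when any 1 library other than early log replicate 1 was left out.

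**Figure D2:**
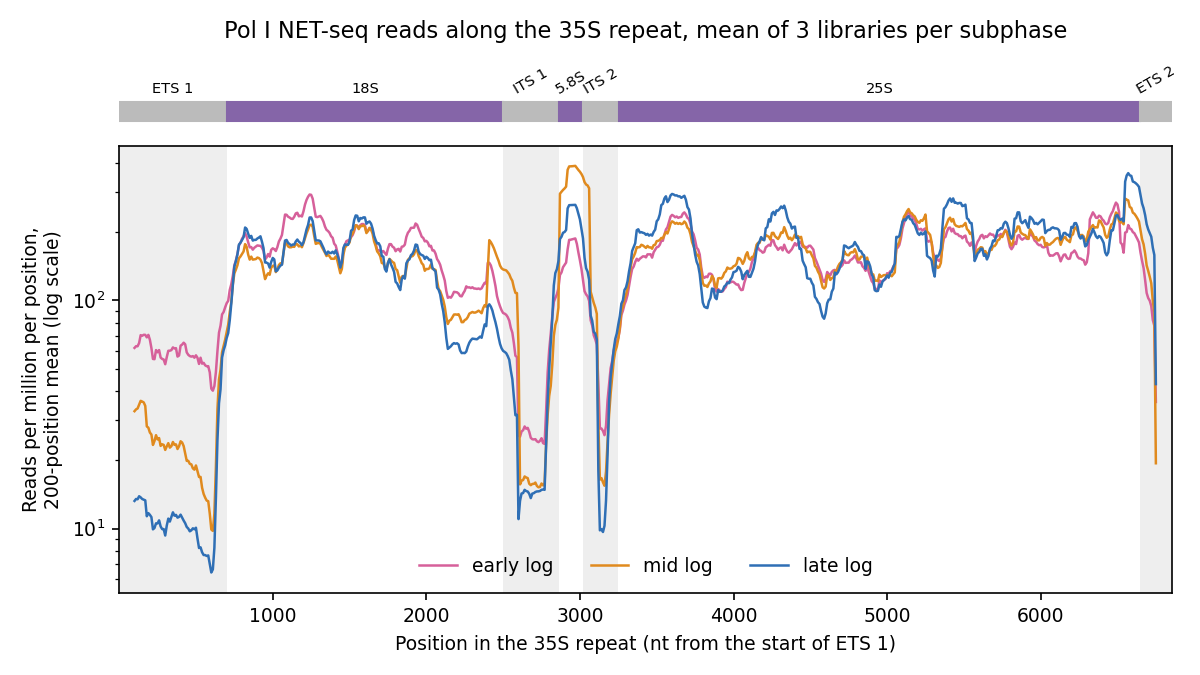
Mean RPM per position in a moving window of 200 positions (log scale) along the 35S repeat, with the spacers in gray and the mature regions in purple. Lines are means of 3 libraries for early, mid and late log, with the largest separation of the 3 lines in ETS 1.

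The distributions of position values were compared per region. In ETS 1 the median position had 24.2 RPM in early log, 9.20 RPM in mid log and 4.73 RPM in late log. The Kolmogorov-Smirnov distance D was 0.551 between early and late log (exact permutation of libraries, p = 0.10, the smallest that 10 splits allow), 0.344 between early and mid log (exact p = 0.20) and 0.25 between mid and late log (exact p = 0.80). For early and late log, D was 0.468 in ITS 1, 0.470 in ITS 2 and 0.142 in ETS 2, with an exact p of 0.10 in both ITS regions and 0.20 in ETS 2. For early and mid log, D was 0.335 in ITS 1 (exact p = 0.20), 0.246 in ITS 2 (exact p = 0.40) and 0.128 in ETS 2 (exact p = 0.50). For early and late log, D was 0.173 in 18S and 0.0922 in 25S, below D in ETS 1 and both ITS regions, and the real grouping gave the largest D of the 10 splits in both regions for all 3 pairs.

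Each position was then tested between 2 subphases at a time. Between early and late log, limma gave 3250 of 6746 positions with an adjusted p under 0.05, of which 840 were higher and 2410 lower in late log. In the spacers, 768 of 1397 positions passed, 13 of them higher and 755 lower. The split into higher and lower depended on the scaling. With the median log ratio set to 0, 1498 positions were higher and 1289 lower, while in the spacers 577 of 600 were still lower. With sequencing run as a term, 2796 positions passed, 453 of them in the spacers, of which 411 were lower in late log. This within-run fit takes its contrast from early log replicate 1 alone. Between mid and late log, 2607 of 6722 positions passed, 1115 higher and 1492 lower. Only 67 of 1374 spacer positions were among them, 22 higher and 45 lower in late log. Without mid log replicate 1 there were 239 spacer positions for this pair, 181 higher and 58 lower, so the majority direction reversed.

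Between early and mid log, 1293 of 6748 positions passed, 437 higher and 856 lower in mid log, and 167 of 1399 spacer positions, 158 of them lower. With the median log ratio set to 0, the split was 653 higher and 469 lower. This comparison depended on single libraries more than the others. Without mid log replicate 2 it gave 3 positions (1612 at an unadjusted p under 0.05), without mid log replicate 3 it gave 10, and without mid log replicate 1 it gave 1922. In the spacers the counts were 0 (216 at an unadjusted p under 0.05), 1 and 685.

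By region, ETS 1 had the highest share of changed positions between early and late log, with 479 of 685 positions (69.9%), all lower in late log. ITS 1 had 156 of 358 (43.6%), ITS 2 100 of 231 (43.3%) and ETS 2 33 of 123 (26.8%). The mature regions lay above these, with 49.3% in 18S, 45.0% in 25S and 44.2% in 5.8S. The median log2 change was -1.98 in ETS 1, -1.23 in ITS 1, -1.14 in ITS 2, -0.69 in ETS 2, -0.48 in 18S, -0.15 in 25S and 0.14 in 5.8S. The median over all tested positions was -0.44, so the falls in the spacers exceeded the general shift, and the rise in 5.8S ran against it. Spacer positions whose libraries did not overlap between early and late log made up 62.6% of those tested, against 10% by chance. The same share was 23.8% for early and mid log and 11.6% for mid and late log.

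The spacer positions with the largest change from early log lay in the 3′ part of ETS 1. Position 610 (U, chromosome XII 466960) fell from 472.1 ± 286 RPM in early log to 18.3 ± 25.8 RPM in mid log and 9.55 ± 5.32 RPM in late log (SD, n = 3). Its log2 change was -5.35 ± 0.93 (SE) to mid log (limma adjusted p = 0.0130) and -5.41 ± 0.53 to late log (limma adjusted p = 8.63e-05). Position 623 (G, 466947) went from 387.0 ± 74.6 RPM to 18.7 ± 24.7 and 9.76 ± 5.14 RPM, with log2 changes of -5.12 ± 0.79 (limma adjusted p = 0.0109) and -5.30 ± 0.39 (limma adjusted p = 2.68e-05). Position 626 (A, 466944) fell by 4.19 on the log2 scale to mid log, and position 553 (A, 467017) by 4.66 to late log. The 3 changes from early to mid log no longer passed when mid log replicate 2 or 3 was left out, with limma adjusted p from 0.0568 to 0.0637. Between mid and late log, the 3 positions were 2503, 2504 and 2505 at the start of ITS 1 (465067, 465066 and 465065), next to the 3′ end of 18S. Position 2503 went from 6690 ± 4920 RPM to 479.2 ± 92.3 RPM. Mid log replicate 1 had 1031 RPM there and the highest mid log library 9967 RPM.

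The highest position of the whole repeat by the mean over all libraries was 2970 (A, 464600) in 5.8S. It held 37615 ± 5536 RPM in mid log, against 1568 ± 899 RPM in early log and 5202 ± 640 RPM in late log. The highest positions of the other regions were 80 in ETS 1 (496.9 RPM over all libraries), 2498 in 18S (2593 RPM), 2503 in ITS 1 (2517 RPM), 3023 in ITS 2 (697.8 RPM), 6646 in 25S (5531 RPM) and 6650 in ETS 2 (1754 RPM). Of these 7 positions, 5 lay within 5 nt of a mature rRNA end. Without the 10 highest positions, 5.8S held 2.98% ± 0.281, 3.04% ± 0.0303 and 4.06% ± 0.290 of the reads in early, mid and late log, which reversed its order between mid and late log. One further high position, chosen after its values were seen, was 6411 in 25S (U, 461159). It held 33571 RPM in early log replicate 1, which is 3.36% of that library (95% Wilson interval 3.33% to 3.38%), and at most 666.9 RPM in the other 8 libraries.

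The sequence at highly occupied spacer positions was examined as a measure of pausing. Among the 38 positions that form the top 2.5%, the base at the RNA 3′ end was G at 24.6% ± 4.02 in early log, 17.5% ± 9.96 in mid log and 10.5% ± 2.63 in late log (SD, n = 3), while G makes up 22.9% of all spacer positions. The late log libraries lay below all early log libraries, with a difference of -14.0 percentage points (exact permutation test, two-sided, p = 0.10, the smallest possible). Over the 3 subphases the exact permutation p was 0.114. The counting of all spacer reads in place of positions moved the comparison of early with mid log most, from -7.02 to 6.61 percentage points. In the 1 run with both subphases, the share of G was 28.9% in early log replicate 1 and 7.89% to 13.2% in late log. Without the 20 positions next to mature ends, 35 positions formed the top 2.5%, and G was at 36.2% ± 4.36, 26.7% ± 4.36 and 20% ± 2.86, with an exact p of 0.0143 over the 3 subphases and a background of 23.9%. With the top 2.5% taken within each spacer, G was at 23.7% ± 2.63, 21.1% ± 9.12 and 16.7% ± 1.52, with an exact p of 0.443 over the 3 subphases. The change of the other bases depended on the mature ends too. Without them, A was at 42.9% ± 0 of the top positions in early log, where the 3 libraries gave the same count, and at 58.1% ± 5.95 in late log.

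**Figure D3:**
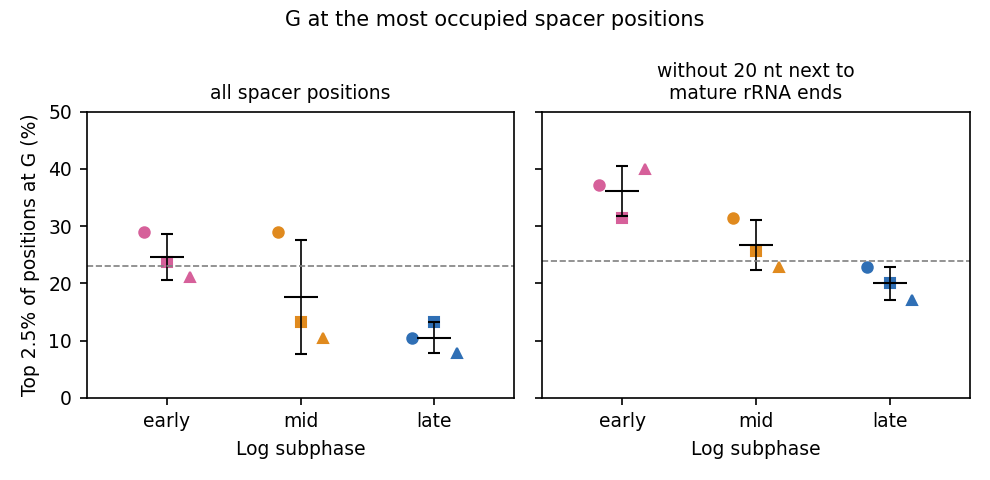
Percent of the top 2.5% of spacer positions whose base is G (y axis from 0) in early, mid and late log libraries, over all spacer positions and without 20 nt next to mature rRNA ends. Circles, squares and triangles are replicates 1, 2 and 3, black bars are the mean ± SD of 3 libraries, and the dashed line is the percent of G over all positions considered, which the late log libraries lie below.

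The flanks of the peaks were described in the same way. In the 10 bases after the peak, G made up 25.2% ± 0.152 in early log, 16.2% ± 3.53 in mid log and 15.2% ± 0.548 in late log (exact permutation p = 0.0357 over the 3 subphases). In the 10 bases before the peak, U made up 36.8% ± 3.89, 47.0% ± 6.55 and 51.5% ± 0.662 (exact p = 0.0143). Without the positions next to mature ends, the values for G after the peak were 29.9% ± 1.44, 26.5% ± 1.62 and 22.9% ± 2.23 (exact p = 0.00357), and those for U before it were 26.3% ± 3.48, 32.0% ± 1.03 and 32.5% ± 0.165 (exact p = 0.0214). These 4 tests are not adjusted for their number. The mean Jensen-Shannon divergence of base shares over 30 positions to each side was 0.0102 bits between early and mid log, 0.0117 bits between mid and late log and 0.0147 bits between early and late log. In each pair, the real grouping gave the largest mean divergence among the 10 splits of the 6 libraries.

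Libraries shared most of their peaks within a subphase. Of the 38 top positions, 81.6% ± 6.96 (SD over 3 pairs of libraries) were common to 2 early log libraries, 72.8% ± 19.0 to 2 mid log libraries and 93.0% ± 1.52 to 2 late log libraries. Between subphases the share was 57.9% ± 10.4 (SD over 9 pairs of libraries) for early and mid log, 75.4% ± 12.8 for mid and late log and 56.4% ± 7.68 for early and late log, where chance gives 2.53%.

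The authors' deposited table for early and late log lists 2148 of 6841 positions with an unadjusted p under 0.05, of which 310 lie in the spacers, 12 higher and 298 lower in late log. The authors' deposited table for early and mid log lists 1502 of 6845 positions, with 174 in the spacers, 12 higher and 162 lower in mid log. The authors' deposited table for mid and late log lists 2446 of 6844 positions, with 41 in the spacers, 32 higher and 9 lower in late log. After Benjamini-Hochberg adjustment of the p-values in the authors' deposited table, 395 positions remained under 0.05 for early and late log, 0 for early and mid log and 726 for mid and late log.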

Values the study reported

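The study divided log phase by optical density at 600 nm, with early log cultures at 0.25 to 0.4, mid log cultures at 0.5 to 0.75 and late log cultures at 0.8 to 1.00. The study reported Spearman correlation factors above 0.88 between the triplicates of a subphase. It took the top 2.5% of occupied spacer positions as the basis of its comparison of pause sequences.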

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

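The fall of the spacer share kept its direction for each pair of subphases under all alternatives tried. From early to late log the log2 change ranged from -1.51 to -1.05 over the 6 fits that each left out 1 library and from -1.96 to -0.68 under the other settings, where -0.68 is the value of the 1 run that held both subphases. From early to mid log the change ranged from -0.87 to -0.42 with 1 library left out and from -1.50 to -0.54 under other settings. From mid to late log these ranges were -0.80 to -0.38 and -0.70 to -0.25. In some of these settings, the fall from mid to late log rested on mid log replicate 1. Without the 20 positions next to a mature end, mid log replicates 2 and 3 (1.22% and 1.02%) overlapped late log (1.07% to 1.62%). By the median spacer value over the median mature value, they (3.27% and 3.03%) lay below late log (3.57% to 5.41%). The F over the 3 subphases was less stable. It ranged from 4.60 to 14.2 over the 9 fits that each left out 1 library. It was 5.16 without the 20 positions next to a mature end (exact p = 0.0821), 5.13 without the 10 highest positions (exact p = 0.0536) and 3.32 with the median value per position (exact p = 0.132). The cause was not tested.

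Several regional shares reversed. Without the 20 positions next to a mature end, ITS 1 changed by -0.93 from early to mid log and ETS 2 by -1.09 from early to late log, and with the median value per position these values were -1.17 and -0.58. Without the 10 highest positions, 5.8S changed by 0.42 and 18S by -0.0297 from mid to late log, and without the positions followed by linker-like bases, an alternative chosen after the data were seen, by 0.25 and -0.0391. Over the fits that each left out 1 library, the change from mid to late log ranged from -1.15 to 0.14 in ETS 1 (0.14 without mid log replicate 1) and from -0.0255 to 0.0293 in 18S, and the change from early to mid log ranged from -0.71 to 0.10 in ETS 2 (0.10 without early log replicate 3). The settings without mature ends and without the 10 highest positions leave out, for ITS 1, ETS 2 and 5.8S, the positions that carried the values of the report. For the other settings the cause was not tested.

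The share of G at the top positions kept its direction from early to late log under all alternatives tried. From early to mid log it reversed when all spacer reads were counted (6.61 percentage points). Over the 3 subphases, F was 58.1 for the top 5% (exact p = 0.0357), 12.9 without the 20 positions next to a mature end (exact p = 0.0143) and 17.4 for all spacer reads (exact p = 0.0107). It did not pass for the top 1% (3.06, exact p = 0.107), for the top 2.5% within each spacer (1.23, exact p = 0.443) or without the positions followed by linker-like bases (4.17, exact p = 0.0821). It ranged from 2.06 to 17.3 over the 9 fits that each left out 1 library, with the highest value without mid log replicate 1. With the top 5%, peaks common to 2 libraries of a subphase were 72.9% in early log and 88.9% in late log.

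Spearman correlations over spacer positions alone were 0.850, 0.934 and 0.863 within early, mid and late log, and 0.783, 0.829 and 0.740 between early and mid, mid and late, and early and late log. Pearson correlations of log2(value + 1) were 0.983 within late log and 0.871 between early and late log. Spacer positions hold fewer reads, and whether this alone lowers the correlation was not tested.

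The number of changed positions between early and mid log ranged from 3 (without mid log replicate 2) to 1922 (without mid log replicate 1) over the 6 fits that each left out 1 library, and in the spacers from 0 to 685. The equal-variance 2-sample test at an unadjusted p gave 1997 positions, and edgeR gave 94 spacer positions. Between mid and late log, the spacer count ranged from 36 to 239 (without mid log replicate 1) when 1 library was left out, and was 114 with DESeq2 and 37 with the equal-variance 2-sample test. Between early and late log, the counts ranged from 2090 (without late log replicate 3) to 4058, and the spacer count with sequencing run as a term, chosen after the data were seen, was 453. Fits without a library have fewer samples, but some gave more positions, such as 1922 against 1293 with all libraries between early and mid log. Fewer samples alone therefore do not account for these ranges. The cause was not tested, nor was it for the other settings. With the median log ratio set to 0, the share of higher positions among those changed moved from 33.8% to 58.2% for early and mid log and from 25.8% to 53.7% for early and late log.

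The replicate numbers did not pair the libraries, since 3 of 9 correlations between same-numbered libraries exceeded 0.1, over a range from -0.468 to 0.359. With the replicate block, 364 positions and 39 spacer positions changed between early and mid log. The depth of early log replicate 3 limits values of low positions, since a count of 0 there allows 8.55 RPM.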

Other observations

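The tests of the whole spacer share, of ETS 2, of mid log replicate 1, of sequencing run, of reads next to mature ends, of polymerases leaving the template and of a shift between spacers as the whole cause were chosen only after the result was seen, as were the windows in ETS 1. The reading of the test of G within ETS 1 was corrected after its value was seen, to follow the outcome written down for it.

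The real grouping gave the most changed positions in each comparison. For early against mid log, mid against late log and early against late log, 1 of the 10 splits of the 6 libraries gave as many positions with an adjusted p under 0.05, which was the real one. With 10 splits this share cannot be lower, so a grouping by accident cannot be told apart from a difference between subphases by this count. The other splits gave 0 positions, except 1 split of early and mid log libraries that gave 80. It set early log replicate 1 with mid log replicates 2 and 3, and left mid log replicate 1 with the other early log libraries.

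The lower spacer share in late log was tested against 3 technical explanations. A few positions with very many reads were argued against, since the log2 change without the 10 highest positions was -1.24. Dilution by mature rRNA alone would lower all spacers alike. Away from mature ends, however, the ratio of ETS 1 to ITS 1 reads fell by 1.41 on the log2 scale from early to late log, from 4.97 ± 1.27 to 1.85 ± 0.295 (SD, n = 3; exact permutation test, two-sided, p = 0.10, the smallest possible). Sequencing run stays open, because the 1 early log library on the run of the late log libraries gave a log2 change of -0.684, nearer to 0 than the pooled value of -1.23. Run and subphase cannot be told apart here with 1 early log library. More mature rRNA in late log may account for part of the fall and was not measured. A change of Pol I with growth also stays open.

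ETS 2 did not fall from early to late log with the other spacers. Its log2 change was 0.68, but the libraries overlapped (exact permutation test, two-sided, p = 0.20), and it ranged from 0.19 to 1.00 when 1 library was left out. Without the 20 positions next to 25S, the change was -1.09 without overlap (exact p = 0.10, the smallest possible), so the difference from the other spacers lay in reads at the 3′ end of 25S. These reads might come from mature 25S or its trimming intermediates, and the share of each was not measured. Positions after T1 held 209.2 ± 27.4 RPM in early log, 107.7 ± 63.7 RPM in mid log and 102.2 ± 7.45 RPM in late log (SD, n = 3).

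Within ETS 1, the loss from early to late log was smallest at the 5′ end and largest at the 3′ end, without steady growth between. In windows of 100 positions from the 5′ end, with a last window of positions 601 to 680, the log2 change was -1.75, -2.46, -2.64, -2.31, -2.54, -2.40 and -3.01. The pattern thus rests on the first and last windows. The ratio of reads in positions 581 to 680 to those in positions 1 to 100 was 1.21 ± 0.440 in early log, 0.261 ± 0.0216 in mid log and 0.516 ± 0.0497 in late log (SD, n = 3). The 3 groups did not overlap (exact permutation test over the 3 subphases, p = 0.00357, the smallest possible), though the windows were picked from the data. Mid log replicate 1 had a ratio of 0.265, like the other mid log libraries. A few high positions account for part of this at most. The log2 change from early to late log was -1.16 with all positions and -0.779 without the 5 highest of each window. With polymerases that leave the template along ETS 1 as the whole cause, ITS 1 would fall at least as much. ITS 1 rose by 1.89 on the log2 scale relative to the end of ETS 1, while its own share away from mature ends changed by -1.02. This comparison presumes that ITS 1 reads come from nascent RNA. The study reported a higher ratio of precursor to mature rRNA in later subphases. Reads from such precursors were not separated here, so this cause stays open. Early log replicate 1 had a ratio of 1.34, above all late log libraries of its run, but run cannot be told apart from subphase with 1 library. Local differences in elongation or in RNA cleavage may add to the pattern, and neither was tested.

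Mid log replicate 1 had the ETS 1 share of early log but the 5.8S share of mid log. A mixture of early-type and mid-type reads would give 1 fraction for all regions. Taking mid log replicates 2 and 3 as the mid type, and spacers without the 20 positions at mature ends, the fraction of early-type reads was 19.4% from 5.8S, 22.9% from 18S, 75.3% from ETS 2, 84.1% from ETS 1, 90.3% from ITS 1 and 130.7% from ITS 2. No fraction is given for 25S, nor for ETS 2 with its mature end, since early log libraries there overlapped mid log replicates 2 and 3. Over all pairs of an early log library with mid log replicate 2 or 3, the fraction was at least 101.1% from ITS 2 (97.7% with its mature ends) and at most 52.4% from 18S. A mixture of such libraries as the whole cause is therefore argued against. The 5.8S value depends on position 2970, discussed next, so it may follow the library preparation and not the culture. A mixture as part of the cause cannot be told apart from variation between mid log cultures with 1 library. In its RNA sequencing, the study described 2 uneven replicates, early log C and mid log A. These were at the upper limit of the early log range and the lower limit of the mid log range of density. The study described them as more similar to each other. Whether mid log A and mid log replicate 1 came from the same culture is not stated.

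The peak at position 2970 of 5.8S was higher in each mid log library than in the other 6 libraries, by a factor of 5.46 or more. Mid log was sequenced on its own run, and run cannot be told apart from subphase. The 12 bases after this position match all 4 fixed bases of the linker that the authors trimmed from read starts, which holds for 0.190% of positions. The lone peak of early log replicate 1 at position 6411 matches 1 of 4, and 65.3% of positions match at least as many, so a linker match does not account for that peak. No biological explanation was tested for it.

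The other 12 positions with all 4 bases were then tested. Their median log2 value over neighbouring positions was 0.95 in early log, 3.23 in mid log and 1.27 in late log, and it lay at percentile 99.97, 100 and 99.99 among 10000 random sets. They exceeded their neighbours at 10, 12 and 11 of the 12 positions. A cause in mid log only is argued against by the late log percentile of 99.99. Priming that tolerates a mismatch is argued against for mid log, where positions with 3 of the 4 bases lay at percentile 50.4. They lay at percentile 82.1 in early log and 93.8 in late log, which leaves a small effect open there. This pattern is consistent with removal of read starts up to an internal match of the linker sequence, or with priming at an exact match, and a test would need the reads. The share of reads at the 13 positions was 4.55% to 5.51% in mid log, 0.295% to 0.535% in early log and 0.769% to 0.854% in late log. Only 2 of them, 377 and 600 in ETS 1, lie in the spacers, and the log2 change of the spacer share from early to late log without them was -1.22.

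The lower share of G at top positions in late log ran against the direction that the study described, both for the last base and for the bases after it. The bases before the peak ran against it too. U made up 36.8% of them in early log and 51.5% in late log, while the study described more pausing after T-rich regions in earlier subphases. Much of this U lay near mature ends. In each late log library, 22 of the 38 top positions were within 20 nt of a mature end, against 11 or 12 in early log. Without such positions, U was at 26.3% in early log and 32.5% in late log, and U made up 32.1% of the spacer positions left. An error of 1 position is argued against, since G also changed by -22.8 percentage points at the base before and by -17.5 percentage points at the base after. As the whole cause, reads next to mature ends (-16.2 percentage points without them) and library depth (-14.8 percentage points with all libraries thinned to the lowest depth) are argued against too. The shift of top positions from ETS 1 to other spacers was in line with part of the difference, since G within ETS 1 alone changed by -1.85 percentage points and the libraries overlapped. Early log libraries had 21 to 24 of their 38 top positions in ETS 1 and late log libraries 9 to 12. Whether this shift was the whole cause cannot be decided. The top 2.5% taken within each spacer still gave -7.02 percentage points without overlap (exact permutation test, two-sided, p = 0.10, the smallest possible). Over the 3 subphases, however, the exact permutation test of this measure gave p = 0.443. Without mature ends its change was -4.76 with overlap (exact permutation test, two-sided, p = 0.30). The spacers differed in this measure, though ITS 1, ITS 2 and ETS 2 have few top positions per library. The change was -3.92 percentage points in ETS 1 and 13.3 in ETS 2 (each with overlap, exact p = 0.40). It was 0 in ITS 2 and -20.8 in ITS 1 (without overlap, exact p = 0.10, the smallest possible). A change in the preference of Pol I for bases therefore stays open beside the shift between spacers.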
